# Single-Cell Transcriptional Response of the Placenta to the Ablation of Caveolin-1: Insights into the Adaptive Regulation of Brain–Placental Axis in Mice

**DOI:** 10.3390/cells13030215

**Published:** 2024-01-24

**Authors:** Maliha Islam, Susanta K. Behura

**Keywords:** trophoblast, neuron, glia, proliferation, Caveolin, placenta, embryo

## Abstract

Caveolin-1 (*Cav1*) is a major plasma membrane protein that plays important functions in cellular metabolism, proliferation, and senescence. Mice lacking *Cav1* show abnormal gene expression in the fetal brain. Though evidence for placental influence on brain development is emerging, whether the ablation of *Cav1* affects the regulation of the brain–placental axis remains unexamined. The current study tests the hypothesis that gene expression changes in specific cells of the placenta and the fetal brain are linked to the deregulation of the brain–placental axis in *Cav1*-null mice. By performing single-nuclei RNA sequencing (snRNA-seq) analyses, we show that the abundance of the extravillious trophoblast (EVT) and stromal cells, but not the cytotrophoblast (CTB) or syncytiotrophoblast (STB), are significantly impacted due to *Cav1* ablation in mice. Interestingly, specific genes related to brain development and neurogenesis were significantly differentially expressed in trophoblast cells due to *Cav1* deletion. Comparison of single-cell gene expression between the placenta and the fetal brain further showed that specific genes such as plexin A1 (*Plxna1*), phosphatase and actin regulator 1 (*Phactr1*) and amyloid precursor-like protein 2 (*Aplp2*) were differentially expressed between the EVT and STB cells of the placenta, and also, between the radial glia and ependymal cells of the fetal brain. Bulk RNA-seq analysis of the whole placenta and the fetal brain further identified genes differentially expressed in a similar manner between the placenta and the fetal brain due to the absence of *Cav1*. The deconvolution of reference cell types from the bulk RNA-seq data further showed that the loss of *Cav1* impacted the abundance of EVT cells relative to the stromal cells in the placenta, and that of the glia cells relative to the neuronal cells in the fetal brain. Together, the results of this study suggest that the ablation of *Cav1* causes deregulated gene expression in specific cell types of the placenta and the fetal brain in mice.

## 1. Introduction

In mammalian reproduction, the placenta plays key roles in the development of the fetus [1]. The deregulation of placental functions impacts the developmental programs of the offspring [2]. The brain development of the fetus is intricately reliant on placental functions during normal as well as adverse pregnancy conditions [3,4,5]. Earlier, we showed that the placenta and fetal brain express genes in specific patterns in mice [6]. The same study further showed that the placenta expresses different ligand genes when the uterus lacks Forkhead box 2 (*Foxa2*), a gene required for pregnancy establishment in mice, supporting the idea that placental functions are adaptive [6]. Placental adaptive functions protect the fetal brain from adverse maternal conditions including obesity, infection, malnutrition, smoking, and substance use [7].

In mice, neural tubes are formed around embryonic day 9 (d9) [8]. Choroid plexus formation begins on day 12 when the medial, lateral and caudal ganglionic sections as well as the hypothalamus grow rapidly [9]. On d15, the fetal brain shows the highest level of microglia invasion with all the six layers of the cerebral cortex being distinctive in development [10]. When the formation of the neural tube begins in the embryo, the placental labyrinthine zone begins to develop in a rapid manner [10,11]. On day 15, the placental labyrinth zone becomes fully functional with the syncytiotrophoblast, and the choroid plexus and hypothalamus are developed in the fetal brain [10]. In the placenta, the syncytiotrophoblast cells and the extravillous trophoblast cells are differentiated from cytotrophoblast cells. In the developing central nervous system, the differentiation of brain cells is accomplished by complex temporal and spatial cellular differentiation processes. These parallel developmental milestones are also associated with coordinated gene expression changes in the placenta and fetal brain on day 15 [6].

Developmental defects in the brain due to a dysfunctional placenta can lead to different neuropsychiatric disorders later in life in humans [12], supporting the idea that the brain–placental axis plays a vital role in the fetal programming of development [4]. The brain–placental axis refers to the molecular and developmental links of the fetal brain with the placenta [4,13,14]. The deregulation of these links between the placenta and the fetus can cause developmental defects in the offspring brain [3,5,12,15,16]. In mice, the placenta and fetal brain express different genes in specific patterns [6]. The conditional knockout of transcriptional repressor *Rest* (RE1 silencing transcription factor) in the mouse placenta leads to deregulated gene expression in the offspring brain [16]. Thus, the gene expression patterns of the placenta and the fetal brain are important in the study of the regulation of the brain–placental axis [4].

Recently, we showed that the ablation of Caveolin-1 (*Cav1*), a key regulator of cell metabolism, proliferation and senescence, was associated with metabolic programming of the brain in mice [17]. By performing single-nuclei RNA sequencing (snRNA-seq), the same study [17] further showed that specific cell types of the fetal brain were deregulated due to the ablation of *Cav1*. A study performed by other researchers has shown that *Cav1*-knockout (KO) in mice leads to increased amyloid beta, hyperphosphorylation of tau, astrogliosis and the decreased cerebrovascular volume of the brain which are hallmarks of Alzheimer’s disease [18]. *Cav1*-null mice also exhibit a drastic reduction in lifespan [19] with abnormal endothelial functions [20], angiogenesis [21], and cellular proliferative and vasculature [20].

In the present study, we hypothesize that specific cell types are associated with the adaptive regulation of the brain–placental axis in mice lacking *Cav1*. To test this hypothesis, the primary aim of this study is to identify the cell types of the placenta that respond to the absence of *Cav1* at the transcriptional level. Another aim of this study is to perform a comparative analysis of gene expression changes of the placenta and the fetal brain to investigate if specific cell types are associated with the adaptive regulation of the brain–placental axis in response to *Cav1* ablation.

## 2. Materials and Methods

### 2.1. Animal Breeding

The wild type (WT: strain C57BL/6J) and *Cav1* knockout mice (KO: strain B6.Cg-*Cav1^tm1Mls^*/J) were obtained from the Jackson Laboratory. Approximately 8-week old mice of both strains were used to establish timed pregnancy separately as described earlier [6]. The vaginal plug was observed to keep a record of the start of pregnancy (day 1). On day 15, the pregnant mice were euthanized, and the fetuses and placentae were collected [22]. They were washed in sterile PBS and snap frozen in liquid nitrogen. Day 15 was chosen for sample collection because the placenta becomes fully formed and functional at this time point [23]. The fetal brain also shows the development of all layers of the cerebral cortex at this time [10]. The development of the cerebral cortex is reliant on placenta function, particularly oxygen transportation to the fetus [24]. Moreover, the placenta and fetal brain express different receptor and ligand genes suggesting a robust regulation of the brain–placental axis at this developmental time [6]. The animal procedures were performed by approved procedures and protocols (Approval #25580) of the Institutional Animal Care and Use Committee of the University of Missouri following the Guide for the Care and Use of Laboratory Animals (National Institutes of Health, Bethesda, MD, USA).

### 2.2. Single-Nuclei RNA-Seq

Single-nuclei RNA sequencing of day-15 placentae (*n* = 2) from the WT and KO mice was performed. The Pure Prep Nuclei Isolation kit (Product No. NUC-201, Sigma, St. Louis, MO, USA) was used to prepare single nuclei as per manufacturer’s instructions. The sample, minced into small pieces on a chilled Petri dish, was added with 2 mL lysis buffer freshly supplemented with 1 M dithiothreitol (DTT) and 10% Triton X-100, and homogenized using a dounce homogenizer. The homogenized mixture was passed through a 70 µm cell strainer. The filtrate after diluting with 3 mL of additional lysis buffer was layered over a freshly prepared 1.8 M sucrose cushion and centrifuged to collect the nuclei pellet. The nuclei pellet was resuspended in 200 µL of ice-cold storage buffer and passed through a 40 µm cell strainer to isolate the single nuclei. A Countess II FL Automated Cell Counter (ThermoFisher, Waltham, MA, USA) was used to count the nuclei. The sequencing libraries were prepared from the nuclei using the 10X Genomics Chromium Single Cell 3′ GEM, Library & Gel Bead Kit v3.1 at the University of Missouri Genomics Technology Core. A Qubit HS DNA kit was used to quantify the libraries. The fragment size was analyzed using an Agilent Fragment Analyzer system. Libraries were sequenced on an Illumina NovaSeq 6000. The sequencing configurations were based on 28 base pairs (bps) on first read and 98 bps on the second read. The libraries were sequenced to a depth of 20,000 paired-end (single-indexing) reads per nucleus. The base call (BCL) files were processed by the *Cell Ranger* pipeline (v. 3.0.1) to generate the FASTQ files. The *STAR* aligner [25] was used to map the reads to the mouse reference genome *GRCm39*. The raw and processed data were submitted to the Gene Expression Omnibus (GEO) database under accession number GSE248126. The snRNA-seq data was analyzed by R package *Seurat* [26]. Cells expressing less than 200 transcripts and more than 20 mitochondrial DNA sequences were excluded from analysis. The normalized filtered data was used for identification of the variable features using the ‘*FindVariableFeatures*’ function in *Seurat*. The scaled-normalized variable feature data was subjected to cluster identification by principal component analysis (PCA) using the ‘*RunPCA’* function with the number of principal components equal to 30. The dimension reduction by Uniform Manifold Approximation and Projection (UMAP) was performed with the first 20 dimensions using the ‘*RunUMAP’* function. The single-cell gene expression neighborhoods were then predicted using the function ‘*FindNeighbors*’ function. Then, cell clusters were identified using the ‘*Find Clusters*’ function where the cluster resolution value was 0.5. Finally, the non-linear dimensional reduction by tSNE (t-distributed stochastic neighbor embedding) [27] was performed using the ‘*RunTSNE*’ function. Marker genes of placental cells were predicted using the ‘*FindAllMarkers*’ function of *Seurat*. The marker genes of placental cells, obtained from the single-cell sequencing resource database *PanglaoDB* [28], were used to annotate the cell types of the predicted clusters.

### 2.3. Bulk RNA-Seq

Placentae of *Cav1* KO mice (*n* = 3) were subjected to bulk RNA-seq analysis as described in our earlier works [17,22,29]. An AllPrep DNA/RNA Mini Kit (Qiagen, Germantown, MD, USA, Cat No./ID: 80204) was used to isolate total RNA. The sample was homogenized with 500 μL RLT buffer (Qiagen, Germantown, MD, USA, Cat No./ID: 79216). The buffer was freshly supplemented with 5 μL of 2-mercaptoethanol. The homogenate was centrifuged for 1 min at ≥8000× *g*. The supernatant was collected to fresh tube and mixed with 1 volume 70% ethanol. RNA was eluted in 30 μL nuclease-free water to a total volume of 60 μL. Concentration of RNA was determined using Nanodrop 1000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). RNA Integrity Number (RIN) was determined (using Agilent2100) to confirm integrity of RNA (RIN values greater than 7). The sequencing libraries were prepared from the RNA by Novogene Cooperation Inc (Sacramento, CA, USA). Each library was sequenced to 20 million paired end reads of 150 bases using a NovaSeq sequencer. The raw sequence data was processed for quality control (Phred score > 30) using the *fastp* tool [30]. Read alignment to the reference mouse genome (GRCm39) was performed using the *STAR* aligner [25]. The raw and processed data were submitted to GEO database under accession number GSE248093. The gene expression data of the *Cav1*-KO placentae data was compared with that of the WT placentae (accession number GSE157555) generated from our earlier work [22]. Differential gene expression analysis was performed using the R package *edgeR* [31].

### 2.4. Comparison of Gene Expression between Placenta and Fetal Brain Cells

The snRNA-seq data of the placentae from the WT and KO mice generated in the current study were compared with the snRNA-seq data of the fetal brain (accession number GSE214759) generated from our earlier study [17]. Of note, these snRNA-seq data were generated from placentae and fetal brains collected at the same gestation time (day 15) from the same mice strains. In addition, the snRNA-seq of the placenta in the present study and the fetal brain in the previous study was performed in same manner. We sequenced one placenta each from the control and knockout mice in the present study. This approach was also used in the snRNA-seq of the fetal brain in our previous study [17]. We wanted our approach to be consistent in both the studies so that we could compare the placenta and brain data without invoking any bias in the experimental approach. The sequencing of a single sample is also used to compare cells between different animals elsewhere [32]. In the present study, marker genes of the cell types, identified by *Seurat*, were compared between the placentae and the fetal brains from the WT and KO mice. Gene expression network analysis was performed as described in our earlier work [17,29].

### 2.5. Cell Type Deconvolution of Bulk RNA-Seq Data

The normalized gene expression, in TPM (transcripts per million reads), from the bulk RNA-seq data of the placentae and the fetal brains of the WT and KO mice were subjected to cell type deconvolution analysis. For each reference cell type of the placenta and the fetal brain, the expression level of the marker genes in TPM was generated from the snRNA-seq data using the *PseudobulkExpression* function of *Seurat*. The bulk RNA-seq data was deconvoluted to the reference cell types based on the TPM values of the markers genes by employing the *dtangle* method [33] implemented in the *R* package *granulator.*

### 2.6. Computational and Statistical Analysis

All computational analyses were performed using the University of Missouri high performance computing cluster *Lewis* via batch job submission through *Slurm*. All the statistical analyses and plotting were performed in *R*.

## 3. Results

### 3.1. Lack of Cav1 Impacts the Gene Expression of Placental Cells

A total of 22,138 and 23,099 nuclei were sequenced from the placentae of the WT and KO mice, respectively. Data analysis by *Seurat* [26] identified cytotrophoblast (CTB), syncytiotrophoblast (STB), extravillious trophoblast (EVT), stromal and vascular cells, with CTB being the most abundant cell type in both the WT and KO placentae (Figure 1). A nearly equal number of STB cells was observed in the WT and KO placentae, but the number of EVT cells in the KO mice was nearly 3-fold less compared to that of WT mice. In contrast, the stromal and vascular cells were, on average, 2-folds more abundant in the KO compared to the WT mice (Supplementary Figure S1).

### 3.2. Comparison of the Marker Genes of Placental Cells between WT and KO Mice

Differential gene expression analysis by *Seurat* identified marker genes that were significantly differentially expressed (DE) in specific cell type(s) of the placenta between the WT and KO mice. Based on the direction of the differential expression (upregulation or downregulation) of the genes, four groups of DE genes were identified (Supplementary Table S1). The genes labeled as ‘WTd-KOd’ (Figure 2) were downregulated (d) in the CTB cells in both the WT and KO mice. A total of 3242 genes were identified in this group. On the other hand, the genes labeled as WTu-KOu were upregulated (u) in the STB, EVT, stromal and vascular cells (Figure 2). A total of 7191 genes were identified in this group (WTu-KOu). The chi-square test showed a statistically significant bias (chi-square 6062.94, *p* < 0.0001) in the number of genes belonging to these groups. The cytotrophoblast represents the stem cells of EVT and STB lineages [34]. It is known that genes with low expression in stem cells relative differentiated cells play important roles in cell differentiation [35]. In addition, we also identified genes, *albeit* fewer in number, that were either upregulated in the WT but downregulated in the KO mice (labeled as WTu-KOd) or vice versa (as WTd-KOu). The WTu-KOd (*n* = 42) and WTd-KOu (*n* = 39) genes were mostly observed in either the STB or EVT cells (Figure 2). These genes are also listed in Supplementary Table S1. No significant bias (chi-square 0.39, *p* = 0.53) was observed in the number of these genes differentially expressed between STB and EVT cells.

### 3.3. Genes Differentially Expressed in the STB and EVT Cells Due to Cav1 Ablation

Specific genes (*n* = 81) were differentially expressed in the EVT cells relative to the STB cells due to the ablation of *Cav1* (Supplementary Table S1). The plots in Figure 3A show the upregulation of genes in the STB and EVT cells, and the plots in Figure 3B show an opposite pattern of gene expression due to the loss of *Cav1*. Of all the DE genes between the STB and EVT cells, pregnancy-associated plasma protein A2 (*Pappa2*), a gene known to modulate placental functions [36], and ubiquitin specific peptidase 53 (*Usp53*), another gene which is also linked to placental functions [37], showed the most fold changes but in opposite directions between the two cell types. *Pappa2* was upregulated in the STB cells compared to the ETV cells in the *Cav1* KO mice (Figure 4). But in the WT mice, the expression of *Pappa2* was lower in the STB cells compared to the EVT cells. On the other hand, *Usp53* showed higher expression in the EVT cells compared to the STB cells in the KO mice. But in the WT mice, *Usp53* showed an opposite expression pattern (Figure 4). We focused on STB and EVT cells in these analyses because these cells in the placenta play critical roles in the maternal–fetal communication [34]. STBs produce hormones that are necessary to sustain pregnancy and, at the same time, regulate the fetoplacental permeability that allows transfer of nutrient and gas to the fetus [34]. EVTs play a role in remodeling maternal spiral arterioles which allows blood supply to the fetus [38].

### 3.4. Deregulation of Cellular Crosstalk in the Placenta Due to the Absence of Cav1

The patterns of transcriptional crosstalk among cell types were predicted by hierarchical clustering of gene expression variation between the cell types in the WT and KO mice (Figure 5A,B). In the WT mice, the stromal and vascular cells expressed genes in a more similar manner with the STB rather than the EVT cells (Figure 5C). But, in the *Cav1* KO mice, the stromal and vascular cells expressed genes in a more similar manner with the EVT rather than the STB cells (Figure 5D). Specific paralogs (duplicated genes) of the pregnancy-specific glycoprotein (*Psg*) gene family, such as *Psg16, Psg25, Psg26* and *Psg27*, showed relatively lower expression in the STB, stromal and vascular cells compared to the EVT cells in response to loss of *Cav1*. This is shown in the kernel density of gene expression pattern of the cells in the violin plots in Supplementary Figure S2. These results, consistent with our earlier finding about the expression of paralogous genes in the mouse placenta [6], suggested a potential role of gene duplications in the transcriptional crosstalk of placental cells in response to the loss of *Cav1*.

### 3.5. Impact of Cav1 Ablation on the Regulation of the Brain–Placental Axis

Gene Ontology (GO) enrichment analysis [39] showed that genes differentially expressed between STB and EVT cells due to the loss of *Cav1* were significantly enriched with functions related to neurogenesis, neuron differentiation and neuron projection development, among others. The fold changes of enrichment and the significance levels of these GO terms are provided in the Supplementary Table S2. The differentially expressed genes related to these significant GO terms are listed in the Supplementary Table S3. To further investigate regulation of these brain genes in the placental cells, the snRNA-seq data of the placenta generated in the present study were compared with the snRNA-seq data (accession number GSE214759) of the fetal brain generated from our recent study [17]. Of note, the fetal brain snRNA-seq data were generated from the same mice strains at the same gestation time as that of the placental snRNA-seq in the present study. The analysis identified specific genes such as amyloid precursor-like protein 2 (*Aplp2*), phosphatase and actin regulator 1 (*Phactr1*) and plexin A2 (*Plxna2*) that were differentially expressed in specific cell types of the placenta and the fetal brain due to the loss of *Cav1*. These genes were expressed differentially between EVT and STB cells in the placenta, and between radial glia and ependymal cells in the fetal brain (Figure 6). The *Aplp2* codes for the amyloid-beta precursor protein that produces amyloid-β toxin in humans with Alzheimer’s disease [40]. While the ablation of *Cav1* leads to molecular and cellular changes in mice that are the hallmarks of Alzheimer’s disease [18,41], the role of *Aplp2* in neurodegeneration in mice is not known. Rather, *Aplp2* is known to play a role in the survival and development of mice [42,43]. *Plxna2* is a key gene for axon guidance and brain development [44]. It is also active in the syncytiotrophoblast layer (SynTI) of the mouse placenta [45]. *Phactr1* functions in the cortical neurons during corticogenesis [46], and also as a regulator of endothelial cells where *Cav1* is abundantly expressed [47]. Regulation of *Aplp2* with *Phactr1* and *Plxna1* in specific cells of the placenta and the fetal brain indicates a role of these cells in the adaptive regulation of the brain–placental axis in the *Cav1*-null mice.

### 3.6. Bulk RNA-Seq and Deconvolution of Reference Cell Types in the Placenta and the Fetal Brain

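The bulk RNA-seq libraries of the KO placentae contained almost no reads of *Cav1*, the gene disrupted in this strain. *Cav1* (ENSMUSG00000007655) lies on chromosome 6 of GRCm39 from 17306140 to 17341451 and had 6 reads in placenta 1, 9 reads in placenta 2 and 0 reads in placenta 3. Over the 3 libraries this is 0.232 CPM (counts scaled to the effective library size), with an exact Poisson 95% interval of 0.130 to 0.383 that covers counting error only, and the count of 0 in placenta 3 allows up to 0.178 CPM. *Cav2*, which encodes the partner of caveolin-1 and lies on the same chromosome from 17281026 to 17289877, was expressed at 13.1 ± 0.755 CPM (SD, n = 3 placentae). *Cavin1*, which encodes a structural coat protein of caveolae, was expressed at 124 ± 7.53 CPM (SD, n = 3), *Cavin2* at 33.0 ± 8.47 CPM and *Ehd2*, an ATPase at the caveolar neck, at 68.4 ± 16.0 CPM. *Cav3*, the muscle caveolin, had 3 reads in placenta 2 and none in the other libraries. The antisense lncRNA *Gm15581* overlaps *Cav1* and *Cav2*, and the strand setting of the counting is not given in the sources used here, so reads of these genes could not be told apart by strand. The paper's text does not name the deleted part of *Cav1*.

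Total RNA of the whole placenta was collected on day 15 of pregnancy from KO mice (n = 3). The total counts were 24588337 in placenta 1, 23049582 in placenta 2 and 16980218 in placenta 3, which are the reads assigned to genes and underlie all values given here, whereas the paper states a depth of 20 M paired-end reads per library. The authors filtered the reads with *fastp*, aligned them to GRCm39 with *STAR* and deposited raw counts for 33952 genes. The counting tool and the gene annotation are not given in the sources used here. From these counts, CPM were calculated with the trimmed mean of M-values (TMM) normalization of *edgeR*, in which the effective library size replaces the total. TMM keeps a few abundant placental transcripts from setting the scale, as the 10 most abundant genes took 13.2% of the counts of placenta 1, 9.06% of placenta 2 and 11.8% of placenta 3. Placentae are numbered as the samples were by the authors, and the numbers carry no order. The WT placentae came from an earlier study of the authors and were not analysed here, so the values describe the KO arm and give no fold change between KO and WT. Neither the paper's text nor the sample labels say whether the placentae came from separate litters, so tests between them measure only the spread between these samples, which may be partly technical.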

To assess the whole transcriptome of the placenta and the fetal brain, we performed bulk RNA-seq analysis (see Section 2). 

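In the KO placentae, the genes with the highest CPM were those of trophoblast hormones and secreted glycoproteins, together with alpha-fetoprotein. CPM are not corrected for gene length. *Tpbpa*, a marker of the spongiotrophoblast and its precursors, had the highest mean, at 22167 ± 5294 CPM (SD, n = 3 placentae). *Prl3b1*, which encodes placental lactogen II, was expressed at 13230 ± 2839 CPM and *Psg21* at 12280 ± 1975 CPM. *Afp*, the alpha-fetoprotein gene, averaged 13183 ± 12013 CPM, because it reached 27032 CPM in placenta 1 against 6945 CPM in placenta 2 and 5571 CPM in placenta 3. Without placenta 1 its mean was 6444 CPM.

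**Figure D1:**
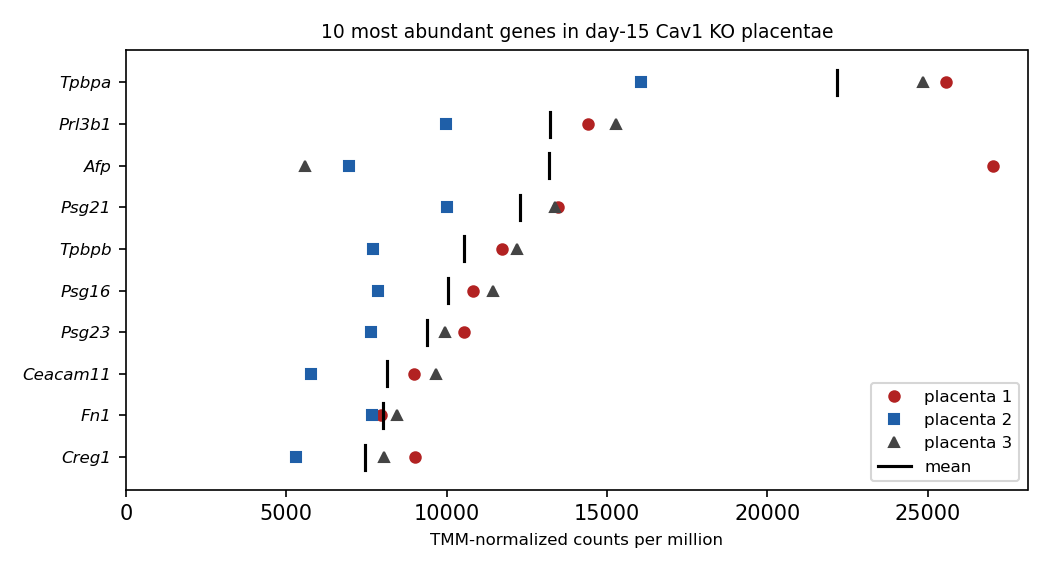
TMM-normalized CPM (x axis) of the 10 genes with the highest mean in the KO placentae (y axis), with one symbol per placenta and a vertical line at the mean. *Afp* is spread from 5571 to 27032 CPM, whereas *Fn1* lies between 7659 and 8459 CPM.

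The 13 *Psg* genes listed before the data were examined took 5.40 ± 0.603% of all counts (SD, n = 3), the 24 placental prolactins 3.71 ± 0.570% and the 8 placental cathepsins 1.96 ± 0.353%. All 13 *Psg* genes, 22 of the 24 prolactins and 6 of the 8 cathepsins had at least 10 counts in every placenta. Members of these families are near-identical in parts, so the counting can have split reads between them. Placenta 2 had the lowest level of 12 of the 13 *Psg* genes and of 18 of the 22 prolactins with enough counts. Among 20 imprinted genes, *H19* was expressed at 6363 ± 602 CPM, *Peg10*, a retrotransposon-derived gene required for placental development, at 6261 ± 534 CPM, and *Peg3* at 1701 ± 65.8 CPM. Of 16 nutrient transport genes, *Tfrc*, the transferrin receptor, was expressed at 1423 ± 574 CPM, *Slc2a1*, the glucose transporter GLUT1, at 1232 ± 219 CPM and *Slc38a4*, an amino acid transporter, at 1196 ± 57.6 CPM.

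At least 10 counts in every placenta were found for 15459 genes. Of these, 9037 varied between the KO placentae by more than sampling noise, at an adjusted p under 0.05 from a chi-square test of the counts with Benjamini-Hochberg adjustment. This test takes reads as independent, which PCR duplicates are not, and with the chi-square scaled to its median over genes, a setting chosen after seeing the data, 2127 genes varied. In this test 12 of 13 *Psg* genes, 21 of 22 prolactins, 6 of 6 cathepsins, 19 of 20 imprinted and 14 of 16 nutrient transport genes varied, and adjusted over the list alone the numbers were 13, 21, 6, 19 and 14. With the scaled chi-square they were 11, 17, 6, 15 and 13. The test calls abundant genes at small differences, as *Peg3* passed it at a ratio of highest to lowest of 1.07. These counts therefore do not show that the families vary more than other genes of like abundance. The 10 genes with the largest ratio of the highest to the lowest placenta among those with a mean of at least 10 CPM were *Prap1*, *Kcnj16*, *Slco1b2*, *Fxyd2*, *Ahsg*, *Snhg11*, *Hpn*, *Aldob*, *Itih3* and *Cps1*. Each was highest in placenta 1. *Prap1* was expressed at 80.1 CPM in placenta 1, 7.00 CPM in placenta 2 and 28.1 CPM in placenta 3, and *Aldob*, an aldolase of fructose metabolism, at 90.3, 29.5 and 14.9 CPM in the same order. Among 9611 genes with a mean of at least 10 CPM, 407 varied with a ratio of at least 2, and 339 of them were highest in placenta 1. The biological coefficient of variation, the square root of the common dispersion that *edgeR* estimated from the KO placentae alone, was 0.197 with all placentae and 0.106 without placenta 1. The paper's tests also used the WT placentae, so this is not the dispersion behind them. Without placenta 1, 4343 of 15651 genes varied.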

Differential expression (DE) analysis by *edgeR* [31] identified genes (*n* = 2509) significantly (False Discovery Rate or FDR < 0.05) upregulated in the placenta of KO compared to that of the WT mice (Figure 7A). But a relatively fewer number of genes (*n* = 1777) showed significant downregulation in the placenta due to *Cav1* ablation. In the fetal brain, 3952 genes were significantly (FDR < 0.05) upregulated whereas 3017 genes were significantly downregulated in the KO mice compared to the WT mice (Figure 7B). Each of these genes showed at least two-fold changes in expression, both in the placenta and in the fetal brain. The number of genes that were significantly altered, both in the placenta and the fetal brain, are shown in Figure 7C. A 2 × 2 contingency test showed a significant bias (*p* < 0.001) in the number of genes whose expression changed in the same direction in both the placenta and the fetal brain compared to the genes whose expression changed in an opposite direction. As *Cav1* is a regulator of cell proliferation and senescence [48], we wanted to know if loss of *Cav1* influenced the relative proportion of the cell types in the placenta and/or fetal brain. We addressed this question by the deconvolution of cell types from the bulk RNA-seq data of the placenta and the fetal brain based on the gene expression of the reference cell types in the snRNA-seq data (Figure 8). As snRNA-seq analysis is profiled typically from ~10,000 single nuclei isolated from the tissue sample, the deconvolution of bulk RNA-seq data based on the snRNA-seq data is essential to estimate the cell type proportions in the whole tissue [33]. We used a method called *detangle* which is a reliable and robust approach to calculate cell proportions by the deconvolution of bulk RNA-seq data [33]. 

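In the KO placentae, markers of the syncytiotrophoblast and of the vasculature were mostly lower in placenta 1 than in the other placentae. Placenta 1 had the lowest level of 15 of 16 syncytiotrophoblast markers and of 12 of 15 vascular markers, and placenta 2 had the highest level of 12 and 13 of them. *Tfrc* was expressed at 782 CPM in placenta 1, 1890 CPM in placenta 2 and 1598 CPM in placenta 3. *Slc16a3*, a monocarboxylate transporter of the fetal-facing syncytial layer, had 128, 250 and 185 CPM, and *Pecam1*, an endothelial adhesion molecule, 117, 172 and 140 CPM in the same order. Cytotrophoblast and trophoblast progenitor markers took 0.411 ± 0.00966% of the counts (SD, n = 3 placentae), and their keratins *Krt8* and *Krt18* were expressed at 1055 ± 110 and 1101 ± 126 CPM. The 4 most abundant members were all keratins, and *Krt18* alone held 26.7% of the counts of the list. Its members *Cdx2*, *Esrrb*, *Eomes* and *Elf5* averaged 28.9, 6.33, 1.37 and 0.369 CPM. The share is therefore set largely by keratins and does not measure progenitors. Stromal markers took 1.13 ± 0.0345% of the counts, of which *Fn1*, the fibronectin gene, which is also expressed outside the stroma, held 71.0% at 8026 ± 404 CPM. The other stromal markers took 0.323 ± 0.0174%, with *Col3a1* at 520.5 ± 38.4 CPM and *Pdgfra* at 449 ± 35.9 CPM.

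**Figure D2:**
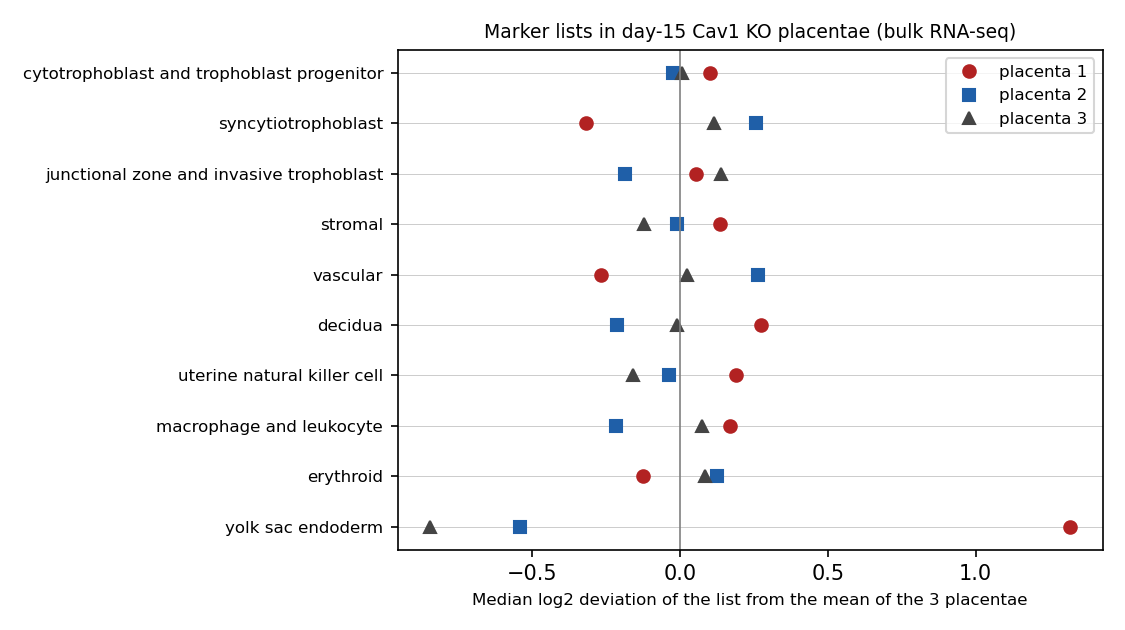
Marker lists (y axis) and the median log2 deviation of their members from the mean of the 3 KO placentae (x axis), with one symbol per placenta. The yolk sac endoderm list lies at 1.32 in placenta 1, and the syncytiotrophoblast and vascular lists lie at -0.32 and -0.27 in the same placenta.

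The list of junctional zone and invasive trophoblast markers is not that of the paper's EVT cells. Its members *Pappa2* and *Flt1* are among the STB genes of Supplementary Table S3. These markers took 6.65 ± 1.03% of the counts. They were led by *Tpbpa*, *Prl3b1* and *Tpbpb*, and 12 of the 20 were lowest in placenta 2. Of the markers with at least 10 counts in every placenta, 16 of 17 cytotrophoblast, 15 of 16 syncytiotrophoblast, 18 of 20 junctional zone, 14 of 15 stromal and 15 of 15 vascular genes varied between the placentae in the chi-square test at an adjusted p under 0.05. Adjusted over the list alone the numbers were 16, 16, 18, 14 and 15, and with the scaled chi-square they were 8, 10, 14, 10 and 8. Over all genes with this minimum, 9037 of 15459 varied, or 2127 with the scaled chi-square. The test calls abundant genes at small differences, as *Fn1* passed it at a ratio of highest to lowest of 1.10. These counts therefore do not show that markers vary more than other genes of like abundance.

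Relative to the mean of the 3 placentae on the log2(CPM + 1) scale, the median of the syncytiotrophoblast list deviated by -0.32 in placenta 1, 0.26 in placenta 2 and 0.11 in placenta 3. The vascular list deviated by -0.27, 0.26 and 0.02, and the stromal list by 0.13, -0.01 and -0.12. Decidua, uterine natural killer cell and erythroid markers deviated by 0.28, 0.19 and -0.13 in placenta 1. Among 10000 random lists of the same size matched on mean expression, the syncytiotrophoblast list lay at the lowest end, at percentile 0, in placenta 1 and at percentile 100 in placenta 2. These percentiles describe the libraries, as each placenta is a single sample and genes of 1 cell type are not independent. Yolk sac endoderm markers, which belong to none of the annotated placental cell types, deviated by 1.32 in placenta 1 and took 4.88% of its counts, against 1.63% in placenta 2 and 1.09% in placenta 3. The paper asked whether cell type proportions depend on *Cav1*, because the gene regulates proliferation and senescence. It estimated them from TPM values of the bulk libraries with the snRNA-seq profiles as reference (Figure 8). Those profiles and the WT libraries were not analysed here, so the marker levels are those of the KO arm and are not cell proportions.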

The deconvolution analysis [33] showed that the loss of *Cav1* significantly altered (2 × 2 contingency test, *p* < 0.05) the relative abundance of stromal to EVT cells in the placenta (Figure 9A), and glial to neuronal cells in the fetal brain (Figure 9B). We then compared gene expression changes in the cell types between the placenta and fetal brain. The variance of gene expression changes (fold changes) showed a distinct cluster pattern between the placental CTB cells and neurons of the fetal brain (Figure 10). Because glia depletion is major cause of synaptic abnormalities and brain disorders [49,50], this finding suggested a possible role of glial depletion in the fetal brain in the premature aging and neurodegeneration in *Cav1*-null mice [18].

## 4. Discussion

This study was initiated to understand the molecular and cellular regulation of the fetoplacental communication in *Cav1*-null mice. In mice, loss of *Cav1* causes hyperproliferation and vascular abnormality [20]. During early stages of pregnancy, *Cav1* is tightly regulated in the uterus [51] likely to redistribute the uterine epithelial cells [52]. *Cav1* is abundantly found in the lipid rafts, called caveolae, of the plasma membrane. Though *Cav1* is abundantly present in the endothelial cells which are found in all tissues, it is also present in many other cell types [53]. Though *Cav1* is a part of caveolae, the function of *Cav1* does not depend on the caveolae. The caveolae-independent function of *Cav1* is also known [54]. Moreover, caveolae are present in the stromal and vascular cells but not in the trophoblast cells of the murine placenta [55]. Similar to placental cells, there are specific types of brain cells that either contain or do not contain caveolae. In the mouse fetal brain, there are no caveolae in the neuronal cells [56], but they are present in the glia cells [57]. *Cav1* also functions in a caveolae-independent manner during neuronal maturation in the developing brain of mouse [56].

The ablation of *Cav1* leads to different cellular abnormalities in mice [19,20,58,59,60]. Our recent study showed that the loss of *Cav1* impacted gene regulation within and between the neuronal and glial cells in the mouse fetal brain [17]. The present study shows that lack of *Cav1* impacts gene expression of the placental cells. By comparing the brain and placenta snRNA-seq data, we show that the ablation of *Cav1* impacts a set of genes in specific cell types in the placenta and fetal brain. The extravillous and syncytiotrophoblast cells were significantly impacted due to the absence of *Cav1*, and these cells are known to play vital roles in the fetoplacental communication during pregnancy. While the EVT cells invade the decidua to remodel the uterine spiral arteries [38], the STB cells are localized on the surface of villous trees in direct contact with the maternal blood to facilitate nutrient transfer from the mother to the fetus [34].

In the developing central nervous system, the differentiation of brain cells is accomplished by complex temporal and spatial cellular differentiation processes. On day 15, the placenta is fully functional [23] while the fetal brain shows the rapid growth of the choroid plexus and hypothalamus [10]. Soon after day 15, the fetal brain rapidly populates the neuronal cells of the hindbrain and GABAergic inhibitory neurons of the cortex, along with prominent growth of the pituitary stalk and the spinal cord columns.

Neurons generated in the fetal stage remain functional in the brain throughout life [61], although new neurons are also produced in the adult brain [62]. On the other hand, glia cells, including microglia and radial glia cells, have a reduced lifespan (i.e., higher turnover rates). In the placenta, the EVT and STB cells are also short-lived compared to the cytotrophoblast cells [63,64]. By comparing the snRNA-seq data of both placental and fetal brain cells, we observed that the loss of *Cav1* impacted specific cell types both in the placenta and the fetal brain. The CTB cells expressed genes at a significantly lower level compared to the differentiated cells (EVT and STB cells). This result is consistent to the idea that low gene expression in stem cells allows these cells to rapidly modulate the lineage programs for differentiation, a process called as ‘lineage priming’ [35]. The low level of gene expression in the CTB cells was unaffected by the deletion of *Cav1* suggesting its essential role in placental adaptation to modulate STB and EVT cells. This is also consistent with the finding that ablation of *Cav1* significantly deregulated the STB and EVT cells.

Data from the present study further showed that loss of *Cav1* altered relative proportion specific cell types in the placenta and the fetal brain. As shown in the violin plots in Figure 6, the kernel density of the plots varies between cell types that express *Plxna1*, *Phactr1* or *Aplp2*. This suggests that the genes are expressed in the placenta in a fewer number of STB cells but a greater number of EVT cells or vice versa. A similar pattern is also observed in the radial glia and ependymal cells of the fetal brain. Though in situ or immunohistochemistry can provide additional validation of the data (not generated in the current study), using these methods can be very challenging to discriminate gene expression at the single-cell level. However, recently, a single-cell in situ hybridization technique has been developed [65], and our future objective is to apply this approach to profile the spatial single-cell expression pattern of the brain and the placenta in future work. Moreover, *Cav1* is also a known regulator of cellular proliferation and senescence associated with aging-related diseases [66]. *Cav1*-null mice not only show neurodegeneration at an early age [18], but also show a drastically reduced lifespan [19]. We used bulk RNA-seq data to deconvolute [33] the proportion of reference cell types predicted from the snRNA-seq data. The EVT and stromal populations showed significant changes in cell proportions, but in an opposite direction, between the KO and WT mice. In the fetal brain, the proportion of neuronal and glial cells showed significant changes in relative proportion, also in an opposite direction, between the KO and WT mice.

Despite these important findings, our study has certain limitations. The present study did not determine if a decrease in EVT cell proportions due to the loss of *Cav1* impacted the placenta functions of supplying maternal nutrients necessary for optimal brain development. Therefore, the present study does not establish the causal effects of the placenta on the fetal brain. Our future plan is to address this limitation by developing a placenta-specific *Cav1* conditional knockout mouse model to investigate the direct role of placental *Cav1* on the development the offspring’s brain.

## 5. Conclusions

In conclusion, the results of this study show that specific cell types are associated with the transcriptional response of the placenta to the absence of *Cav1* in mice. Furthermore, the comparative analysis of gene expression changes in the placenta and the fetal brain suggests that *Cav1* plays an influential role in the regulation of the brain–placental axis in mice.

## Figures and Tables

**Figure 1:**
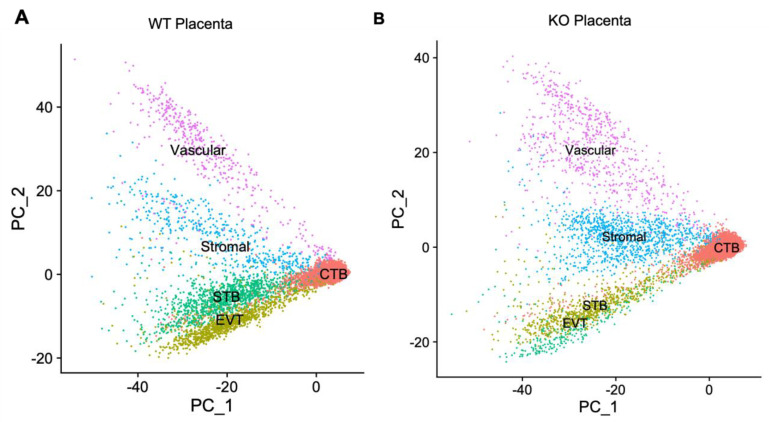
Cluster analysis of placenta snRNA-seq data shows the expression patterns of cytotrophoblast (CTB), syncytiotrophoblast (STB), extravillious trophoblast (EVT), stromal and vascular cells in WT (**A**) and *Cav1*-null (**B**) mice. The axes show the principal components of gene expression variation between cell types. The cell clusters are shown in different colors. Each dot represents a single cell.

**Figure 2:**
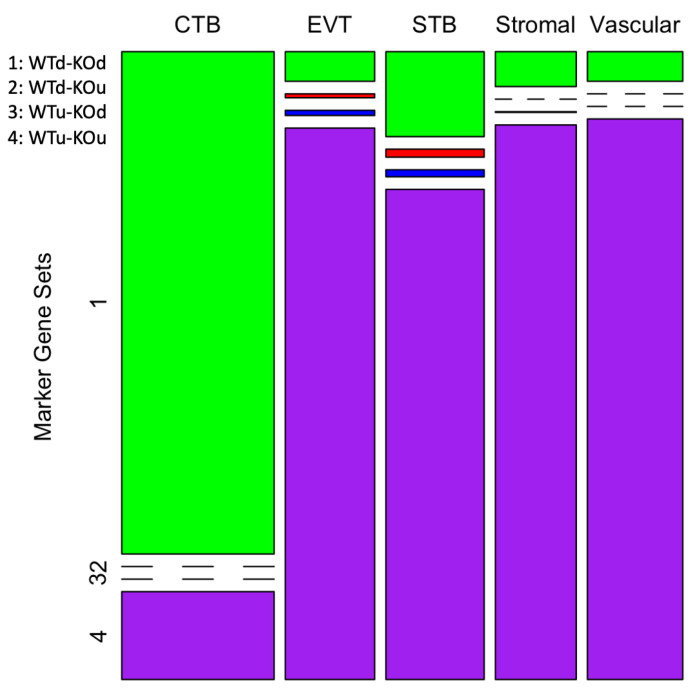
A mosaic-plot showing four patterns of gene expression in the placental cells. The columns represent the cell types and the rows represent the marker gene sets (1 through 4). The legends on the top left show the four groups of genes (u: upregulated, d: downregulated, WT: wild type, KO: knockout). The number of genes in each group is shown by the size of the color-coded boxes (or a line if the data point is zero).

**Figure 3:**
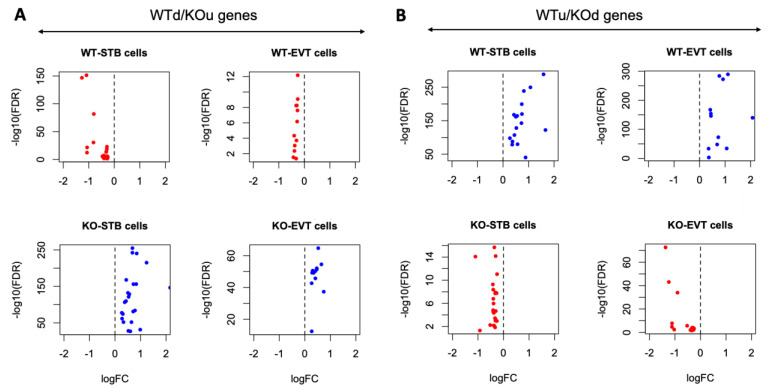
Contrasting patterns of gene expression in the EVT and STB cells of KO compared to the WT mice. (**A**) Gene expression pattern of WTd/KOu genes in the STB and EVT cells of WT and KO mice. (**B**) Gene expression pattern of WTu/KOd genes in the STB and EVT cells of WT and KO mice. In both (**A**,**B**), the log fold changes (x-axis) and log false discovery rate (y-axis) are plotted. The top panel represents WT mice and the bottom panel represents KO mice. Each dot represents a gene. A red dot means the gene is downregulated while a blue dot means the gene is upregulated in the cell types.

**Figure 4:**
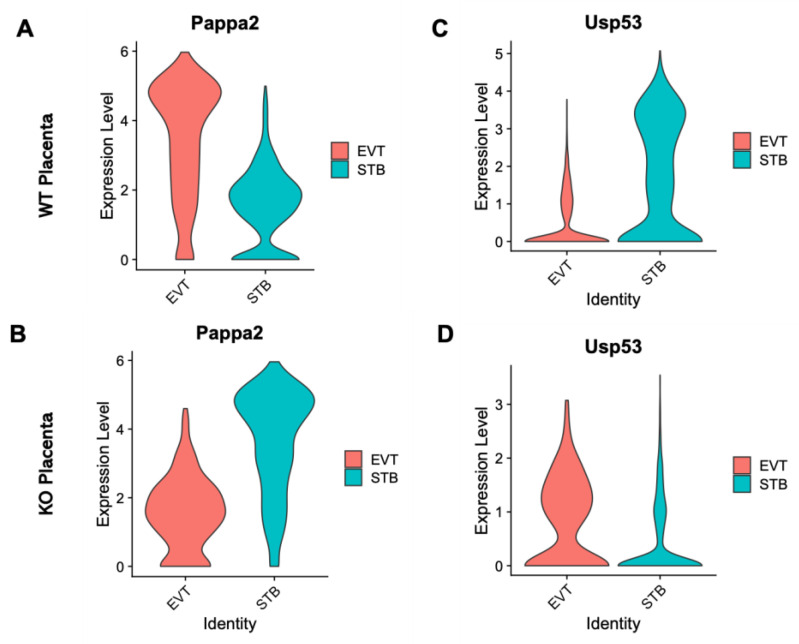
Violin plots showing the contrasting expression patterns of *Pappa2* and *Usp53* in the EVT and STB cells between WT and KO mice. (**A**) Expression pattern of *Pappa2* in the EVT (red) and STB (green) of WT mice. (**B**) Expression pattern of *Pappa2* in the EVT (red) and STB (green) of KO mice. (**C**) Expression pattern of *Usp53* in the EVT (red) and STB (green) of WT mice. (**D**) Expression pattern of *Usp53* in the EVT (red) and STB (green) of KO mice.

**Figure 5:**
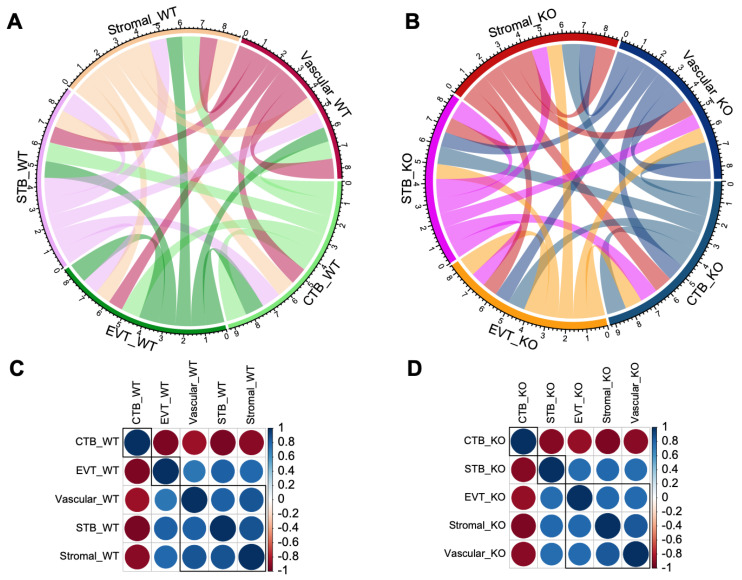
Patterns of transcriptional crosstalk among placental cell types in the WT and KO mice. The top panel (**A**,**B**) shows the Circos plots with colored tangles connecting between cell types. The connection pattern is based on the level of correlation in gene expression changes calculated in a pair-wise manner among the cell types. The plot in (**A**) represents the WT mice, and that in (**B**) represents the KO mice. The lower panel (**C**,**D**) shows correlation plots for gene expression changes among the cell types. The plot in (**C**) represents WT mice, and that in (**D**) represents the KO mice. Blue and red colored circles indicate a positive or negative correlation, respectively, in expression changes between cell types.

**Figure 6:**
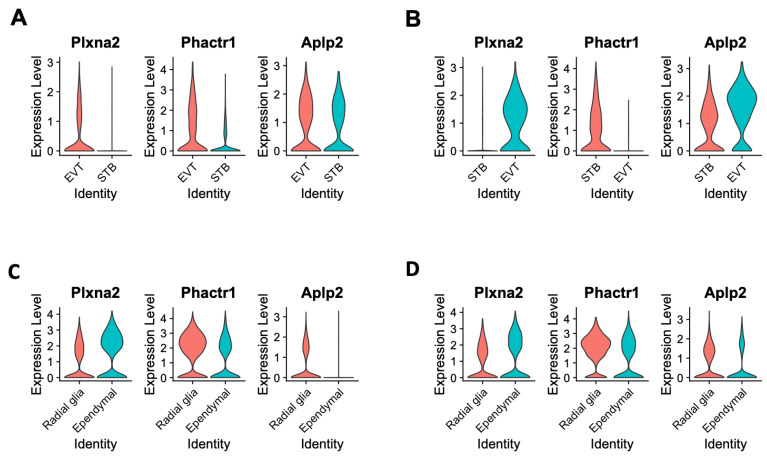
Violin plots showing the expression of plexin A2 (*Plxna2*), phosphatase and actin regulator 1 (*Phactr1*) and amyloid precursor-like protein 2 (*Aplp2*) genes in specific cell types of the placenta and the fetal brain. (**A**) Gene expression pattern in the EVT and STB cells of the placenta of WT mice. (**B**) Gene expression pattern in the EVT and STB cells of the placenta of KO mice. (**C**) Gene expression pattern in the radial glia and ependymal cells of the fetal brain of WT mice. (**D**) Gene expression pattern in the radial glia and ependymal cells of the fetal brain of KO mice. In each plot, the cell types are shown in the x-axis and the expression level is shown in the y-axis.

**Figure 7:**
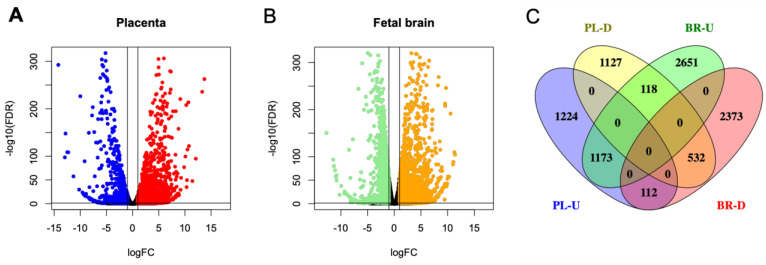
Differential expression (DE) patterns of the genes in the placenta and fetal brain based on bulk-RNA sequencing data. (**A**) Volcano plot showing upregulated (red) or downregulated (blue) genes in the placenta. (**B**) Volcano plot showing upregulated (orange) or downregulated (green) genes in the fetal brain. DE is calculated in KO relative to WT mice for placenta as well as fetal brain. Each dot represents a gene in both the plots. (**C**) Venn diagram showing the number of the specific or the shared DE genes in the placenta (PL) or fetal brain (BR) between the KO and WT mice.

**Figure 8:**
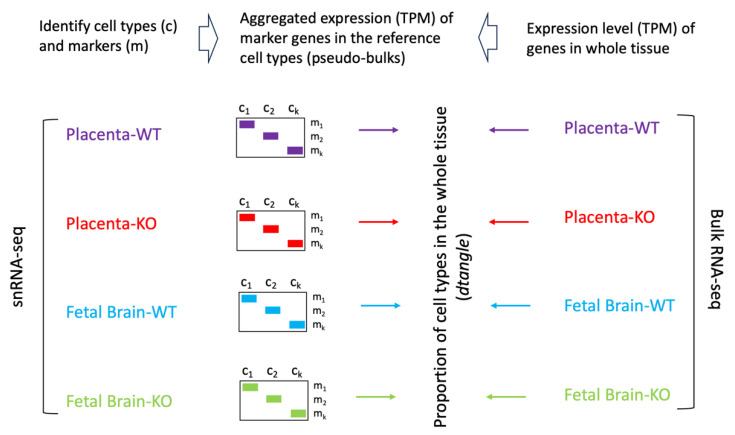
Workflow of comparing snRNA-seq and bulk RNA-seq data. After performing cluster analysis and annotating the cell types from the snRNA-seq data, aggregated read counts were generated for the marker genes for the individual cell types in the placenta and the fetal brain. These are referred to as the pseudo-bulk expression level of marker genes. The pseudo-bulk expression data were TPM (transcript per million) normalized. The read count data of the bulk RNA-seq data from the whole placenta and fetal brain samples were also TPM normalized for each gene. The bulk RNA-seq normalized data was then deconvoluted using the *dtangle* method (see main text) based on the pseudo-bulk expression data of the reference cell types to determine the proportion of cell types in the whole placenta and fetal brain samples.

**Figure 9:**
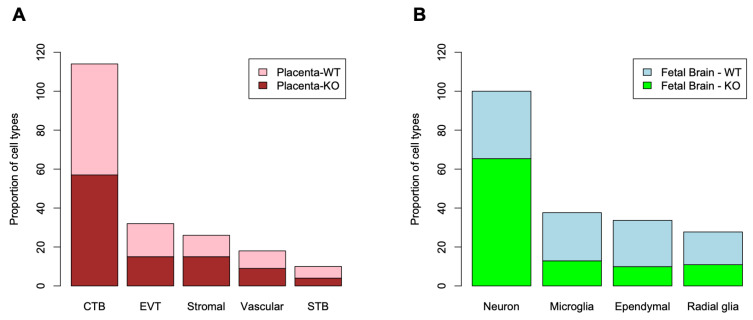
Deconvolution of bulk RNA-seq data for the proportion of reference cell types based on the snRNA-seq data. (**A**) The column graph shows the relative proportion of cell types (x-axis) in the placenta of WT and KO mice. Cell proportions are shown in y-axis. (**B**) The column graph shows the relative proportion of cell types (x-axis) in the fetal brain of the WT and KO mice. Cell proportions are shown in y-axis.

**Figure 10:**
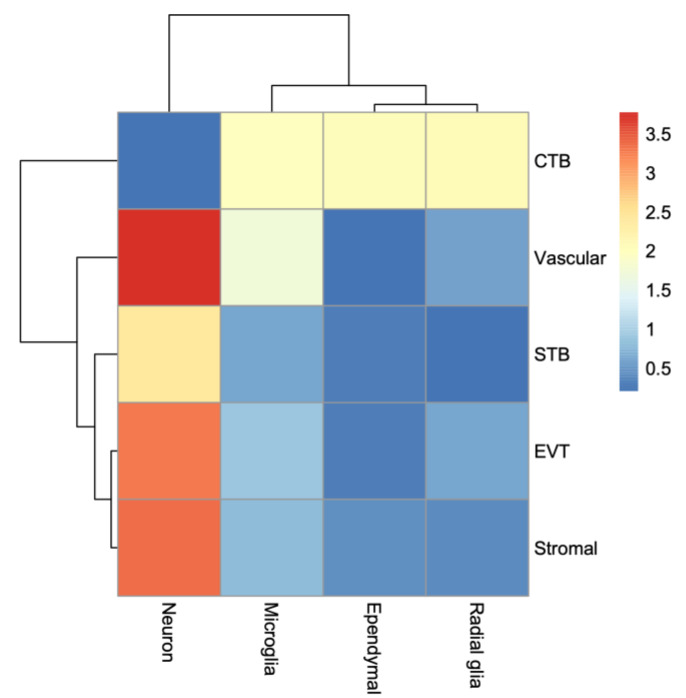
Heatmap showing patterns of gene expression changes between the placental and fetal brain cell types. The rows represent the cell types of the placenta, and the columns represent the cell types of the fetal brain. The variance of gene expression changes is color coded as shown in the scale bar on the right.

## Data Availability

The snRNA-seq data of placenta generated from this study are available in the Gene Expression Omnibus (GEO) database under accession number GSE248126. The bulk RNA-seq data generated from this study are available under accession number GSE248126.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells13030215/s1, Figure S1: Differential proportion of EVT, stromal and vascular cells, but not STB cells, between WT (A) and KO (B) placenta; Figure S2: Violin plots showing expression changes of pregnancy-associated glycoprotein (Psg) genes among the placental cells. The cell types are shown in the x-axis and expression level is shown in the y-axis. The cell types are color coded; Table S1: List of marker genes differentially expressed in specific cell types of WT and KO mice; Table S2: List of significant GO terms; Table S3: List of genes differentially expressed in the EVT or the STB cells in the KO compared to the WT mice.

# Supplementary material for: Single-Cell Transcriptional Response of the Placenta to the Ablation of Caveolin-1: Insights into the Adaptive Regulation of Brain–Placental Axis in Mice
**Source:** Cells. 2024 Jan 24;13(3):215. doi: 10.3390/cells13030215
**Supplement:** Supplementary file 1

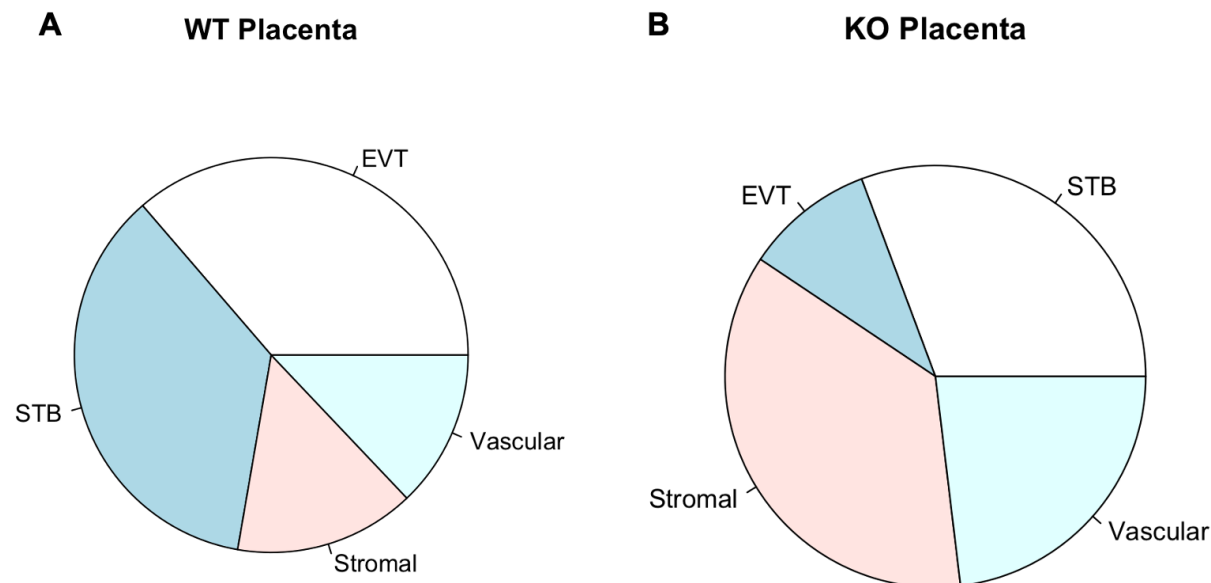

Supplementary Figure S1. Differential proportion of EVT, stromal and vascular cells, but not STB cells, between WT (A) and KO (B) placenta .

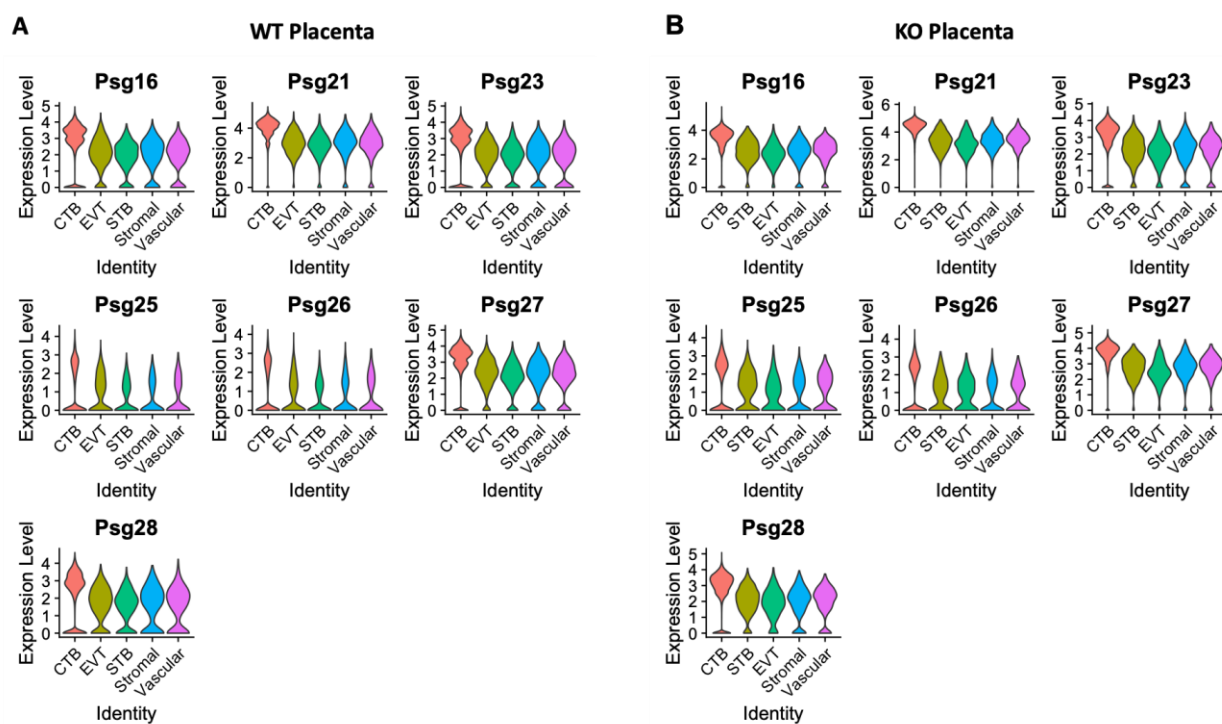

Supplementary Figure S2. Violin plots showing expression changes of pregnancy-associated glycoprotein (*Psg*) genes among the placental cells. The cell types are shown in the x-axis and expression level is shown in the y-axis. The cell types are color coded.

How the deposited data were processed for this re-analysis (not part of the article)

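Bulk RNA-seq of whole placentae from *Cav1* KO mice (n = 3) at day 15 of pregnancy was used. The authors processed the reads with *fastp* (Phred score filter), aligned them with *STAR* to GRCm39 and deposited one table of raw counts per gene, with one column per placenta. The submitters' processing notes name the same tools and genome and also *edgeR*, without versions. The counting tool, the gene annotation and the strand setting are not given in the sources used here. The table lists 33952 Ensembl gene IDs with symbols. The symbol is missing for 16 IDs, which took 0.0274% of the counts of placenta 1, 0.0244% of placenta 2 and 0.0309% of placenta 3 and stayed in the library sizes. Of all IDs, 33619 were found in the GENCODE M39 annotation of GRCm39, from which gene positions were taken. No other column of the table was left out, and the columns were matched to the samples by the sample descriptions.

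The total count per library was 24588337, 23049582 and 16980218 for placentae 1, 2 and 3, and mitochondrial genes took 1.58%, 1.55% and 1.31% of it. A count of 0 allows up to 3 counts, which is 0.129, 0.122 and 0.178 CPM. Intervals and such limits cover counting error only, because PCR reads without molecular identifiers are not independent molecules.

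From the counts, TMM-normalized CPM were computed with edgeR 4.0.16 in R 4.3.3, and the remaining steps with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. A gene was taken as detected with at least 10 counts in every placenta. Levels are the mean and SD of CPM over the placentae. The level of a gene list is the median over its members of the mean CPM. Each gene's counts were tested against those expected from the effective library sizes by a chi-square test with 2 degrees of freedom and Benjamini-Hochberg adjustment, with a threshold of 0.05. The chi-square test calls smaller differences in more abundant genes, and no list was compared in it with genes of like abundance. The common dispersion was estimated with edgeR from an intercept-only model. The deviation of a list in a placenta is the median over members with a mean of at least 1 CPM of log2(CPM + 1) minus its mean over the placentae, set against 10000 random lists drawn from the 100 genes nearest in mean expression to each member. Of 66 such deviations, 37 lay outside the middle 95% of random lists, against 3.30 if genes, lists and placentae were independent. They are not, as genes of 1 cell type vary together, lists share members and deviations are taken from a common mean. The excess is therefore no test.

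On libraries simulated with the real means and library sizes, in which 200 genes were changed in placenta 1 and 15284 were tested, the chi-square test recovered 48% of the genes changed by 1.25-fold, 78% at 1.5-fold, 92% at 2-fold and 98% at 4-fold, and called 0.0393% of unchanged genes. In the same simulation, all of 50 lists of 15 genes raised by 0.5 log2 in 1 library lay above percentile 97.5, and 4% of 50 unchanged lists lay outside the middle 95%. The simulated counts held Poisson noise only, without differences between placentae, and the lists were drawn from unrelated genes. These rates therefore hold for counting noise and are not error rates for the real libraries.

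The placentae were compared in pairs with the same test to look for 1 library deposited under 2 samples. Of the genes tested, 50.0% differed between placentae 1 and 2, 39.4% between 1 and 3 and 27.6% between 2 and 3. A pair of libraries prepared from the same RNA could also differ beyond counting noise and is not excluded by this test, and each was counted as a sample because the sample labels list them separately. No pairing applies, because there is a single group. The lists, tests and rule for named genes were fixed before the data were examined, apart from what the closing section names. The genes named are those the paper names for the placenta in its text or in Supplementary Figure S2, all caveolae genes, the 10 with the highest mean CPM, the 10 with the largest ratio of highest to lowest placenta among genes with a mean of at least 10 CPM that passed the chi-square test, the 4 with the highest mean CPM of every other list, the Y-linked genes and *Xist*. *Snap25*, *Neurod1*, *Neurod6*, *Gad2*, *Dcx*, *Cdkn2a*, *Alb*, *Lrp2*, *Hnf4a* and *Gm15581* fall outside this rule and were named after their values were seen. The same holds for *Gzma*, *Nkg7*, *Klrk1*, *Ncr1*, *Cdx2*, *Esrrb*, *Eomes*, *Elf5* and *Mmrn2*. Of the 14 erythroid genes listed, *Ahsp* was not among the symbols of the table. Alternatives were DESeq2 1.42.0 size factors, library totals, other filters, another pseudocount, leaving out each placenta in turn and, added later, a chi-square scaled to its median over genes. The WT placentae, the fetal brain libraries and the snRNA-seq data were not analysed here, so no comparison of KO with WT and no deconvolution was made, and the figures were drawn with matplotlib 3.10.9.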

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

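The tests of scaling, of fetal liver and of yolk sac counts below, and the choice of both patterns, were made after the pattern was seen, whereas the second lists of genes and the test of gene length were set before their values were seen. No test of outlying samples was made, as it would have little power in a group of 3. The yolk sac, decidua, natural killer cell, leukocyte, erythroid and stress lists are signals that the paper did not analyse, whereas the labyrinth pattern concerns cell types that the paper did analyse.

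Yolk sac endoderm genes took 2.53% of the counts on average, and all 11 members with at least 10 counts, which were expressed in every placenta and varied in the chi-square test (11 adjusted over the list alone and 11 with the scaled chi-square), were at least 1.5 times as high in placenta 1 as in placenta 2 and as in placenta 3, with median ratios of 3.55 and 4.64. *Afp*, *Apob*, the apolipoprotein of secreted lipid particles, *Trf*, which encodes transferrin, and *Apoa1* were expressed in placenta 1 at 27032, 9351, 6773 and 3935 CPM, and in placenta 3 at 5571, 1820, 1757 and 850 CPM. Library size and scaling are argued against, as they move all lists alike, but the yolk sac list lay 1.22 log2 above the cytotrophoblast list in placenta 1. Yolk sac tissue carried over with placenta 1 may account for the pattern, since 9 of 10 genes of a second yolk sac list, *Lrp2* and *Hnf4a* among them, were at least 1.5 times as high there as in each other placenta. Both lists mark the same endoderm, so the second list cannot show how such tissue came into the sample. Fetal liver, which expresses many of these genes, was weighed by *Alb*, the albumin gene of hepatocytes. *Alb* had 751, 189 and 127 CPM in placentae 1, 2 and 3, a ratio of highest to lowest of 5.92 against 4.85 for *Afp*. Its rise over the mean of the others was only 2.86% of that of *Afp* in CPM, which argues against liver as the source of the whole rise. The erythroid list deviated by -0.13, but the vascular list was also low in placenta 1, at -0.27. The erythroid value therefore cannot tell whether liver added erythroid transcripts. A part from liver stays open, and no biological explanation was tested.

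Markers of the labyrinth, the exchange zone of the placenta, were low in placenta 1, with median log2 deviations of -0.32 for the syncytiotrophoblast list, -0.27 for the vascular list and -0.20 for the nutrient transport list. The other lists outside the middle 95% of random lists there, besides the yolk sac list, were the EVT genes of Supplementary Table S3 at -0.33, placental cathepsins at -0.19, erythroid at -0.13, imprinted at -0.08, stromal at 0.13, senescence at 0.18, uterine natural killer cell at 0.19 and decidua at 0.28. With no filter on low values, the senescence list lay inside, at percentile 93.3. If yolk sac transcripts had only taken up counts, all other lists would have moved alike, but the cytotrophoblast list lay 0.42 above the syncytiotrophoblast list in placenta 1. TMM scaling removes a shift that all lists share, so only the gap between lists was read. Its values were known when the test was set. This list of epithelial genes may not be neutral to yolk sac endoderm, as 10 of its 17 members were highest in placenta 1 and 5 lowest. The stromal and decidua lists, at 0.13 and 0.28, also lay above the syncytiotrophoblast list, so the other lists did not move alike. Gene length is argued against as well, as the syncytiotrophoblast list stayed at -0.37 after centring in 20 bins of exon length. A smaller share of labyrinth tissue in placenta 1 stays open, because 7 of 10 genes of a second endothelial list were lowest there, below the share set for it and above the share set against it, and no biological explanation was tested. The pattern is also one of high values in placenta 2, which was highest for 12 of 16 syncytiotrophoblast and 13 of 15 vascular markers. Placenta 2 was also highest for all 10 genes of the second endothelial list. Some of the 7 were lowest in placenta 1 by little, as *Mmrn2* at 11.7 CPM against 11.8 CPM in placenta 3.

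Decidua markers took 0.105% of the counts, 10 of 12 were highest in placenta 1 (9 with DESeq2 size factors and 8 with library totals), and 9 of 12 were lowest in placenta 2. *Cryab*, a small heat shock protein gene, had 310, 222 and 237 CPM in placentae 1, 2 and 3. *Prl8a2*, which held 50.4% of the counts of the decidua list and is also among the prolactins, was highest in placenta 3, with 615, 309 and 710 CPM in the same order. Uterine natural killer cell markers took 0.0456% of the counts, led by the granzymes *Gzmd* at 98.0 ± 15.3 CPM and *Gzmg* at 92.3 ± 16.2 CPM (SD, n = 3), which may share reads. Their list members *Gzma*, *Nkg7*, *Klrk1* and *Ncr1* had at most 7 reads in any library. The share therefore rests on part of the list and does not measure these cells. Macrophage and leukocyte markers took 0.101%, of which *Csf1r*, which trophoblast also expresses, held 79.5% at 808 ± 77.5 CPM. Erythroid markers took 0.613%, led by *Hbb-bs* at 2382 ± 251 CPM. Of the decidua, natural killer cell, leukocyte and erythroid genes with at least 10 counts in every placenta, 10 of 12, 6 of 8, 9 of 12 and 9 of 11 varied in the chi-square test, and the numbers were 10, 6, 9 and 9 adjusted over the list alone and 5, 3, 2 and 4 with the scaled chi-square. Immediate early and stress genes took 0.0420% of the counts, with *Jun* at 166 ± 22.3 CPM, and 8 of 10 varied, or 9 adjusted over the list alone and 1 with the scaled chi-square.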

How the results depend on the processing

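The scaling, the filters, the pseudocount and the placentae left out were set before the data were examined, and the chi-square scaled to its median over genes was chosen after seeing the data. Under DESeq2 size factors and library totals, the counts of genes stayed within 1.5 times, no list level or named gene moved beyond the SD between placentae, and no deviation changed its side of the limits. The same holds for deviations with a pseudocount of 0.1 CPM. Under library totals, placenta 2 was lowest for 10 *Psg* genes, 16 prolactins and 7 decidua markers, against 12, 18 and 9. The number of detected genes was 14774 at a mean of at least 1 CPM and 20218 with at least 1 count in every placenta, against 15459. The number of genes that varied between placentae was 2127 when the chi-square was scaled to its median over genes, against 9037, and 4343 to 8023 with each placenta left out, the lowest without placenta 1. The biological coefficient of variation was 0.106 to 0.221 with each placenta left out, again lowest without placenta 1, and 0.166 from DESeq2 dispersions. Keeping only members with at least 10 counts in every placenta, by construction, raised the level of the caveolae list to 30.7 CPM, of the cytotrophoblast list to 129 CPM, of the uterine natural killer cell list to 57.1 CPM, of the erythroid list to 28.9 CPM, of the neuron list to 56.6 CPM, of the glia and ependyma list to 9.88 CPM, of the prolactins to 325 CPM, of the cathepsins to 2673 CPM, of the senescence list to 22.0 CPM and of the genes named in the paper's text or Supplementary Figure S2 to 2434 CPM. With each placenta left out, the junctional zone list ranged from 437 to 464 CPM and the proliferation list from 11.0 to 13.0 CPM. Without placenta 1 the yolk sac list fell to 259 CPM from 482 CPM, *Afp* to 6444 CPM, *Apob* to 2898 CPM, *Trf* to 1900 CPM and *Apoa1* to 974 CPM, and each of the 10 genes with the largest ratio between placentae fell by over 1.5 times, *Prap1* to 18.1 CPM. *Cav1* had a mean of 0.125 CPM without placenta 2 and 0.314 CPM without placenta 3, against 0.208 CPM. The deviation of the senescence list in placenta 1 was 0.12 with no filter on low values, at percentile 93.3 of random lists, against 0.18. No deviation was recomputed with a placenta left out, because it compares 1 placenta with the mean of all. No paired analysis was possible because the libraries form a single group. *Cav1*, *Cav3* and the Y-linked genes had fewer than 10 counts in each library, so their values rest on few reads.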

Other observations

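The genes that the paper found in its snRNA-seq data of EVT and STB cells were measured in whole tissue here, in other samples and without WT placentae. *Pappa2*, a protease of insulin-like growth factor binding proteins, was expressed at 3699 ± 413 CPM (SD, n = 3 KO placentae) and *Usp53* at 83.8 ± 1.30 CPM. *Aplp2* was expressed at 521 ± 71.9 CPM, *Phactr1* at 145 ± 17.8 CPM, *Plxna2* at 72.7 ± 24.2 CPM and *Plxna1* at 72.0 ± 21.1 CPM. Among the *Psg* genes of Supplementary Figure S2, *Psg16* was expressed at 10039 ± 1924 CPM, *Psg27* at 7145 ± 1109 CPM, *Psg26* at 2434 ± 343 CPM and *Psg25* at 1692 ± 226 CPM. All 39 genes of Supplementary Table S3 had at least 10 counts in every placenta. The 12 genes that the table gives for EVT cells deviated by -0.33, 0.21 and 0.10 log2 in placentae 1, 2 and 3, and 10 of them were lowest in placenta 1, whereas the 27 genes for STB cells deviated by 0.01, 0.00 and 0.01. In the chi-square test 11 of the 12 and 20 of the 27 varied, and 11 and 22 adjusted over the list alone. With the scaled chi-square, which was chosen after seeing the data, the numbers were 9 and 13. Of the 11 genes that the paper's text names for the placenta, 10 had at least 10 counts in every placenta and 9 varied, also when adjusted over the list alone and with the scaled chi-square. *Slc16a1*, a lactate transporter that is in the EVT part of the table and in the syncytiotrophoblast list fixed here, had 256, 366 and 344 CPM. These lists were chosen by the study in snRNA-seq data, and with 1 group no test of KO against WT was made.

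The proliferation list had a level of 12.0 CPM, and *Mki67*, a marker of cycling cells, had 18.0, 26.8 and 16.1 CPM in placentae 1, 2 and 3. Of 15 such genes, 10 varied between the placentae in the chi-square test, and 10 when adjusted over the list alone, but 0 with the scaled chi-square. The senescence list had a level of 2.71 CPM, and CPM are not corrected for gene length, so levels of different lists were not compared. In the senescence list, *Serpine1*, the plasminogen activator inhibitor, was expressed at 1122 ± 156 CPM and held 82.3% of the counts of the list. *Glb1* was expressed at 81.7 ± 19.6 CPM, *Igfbp3* at 60.8 ± 4.66 CPM and *Cdkn2a*, a cell cycle inhibitor gene, at 3.15 ± 0.953 CPM. *Lmnb1*, at 44.8 ± 8.57 CPM, was lowest in placenta 1, where the list as a whole lay high. Of 10 members with at least 10 counts 8 varied, also when adjusted over the list alone, and 3 with the scaled chi-square. Of the caveolae genes, 5 of 8 varied, 5 adjusted over the list alone and 2 with the scaled chi-square. Of the 12 neuronal genes, 2 had at least 10 counts in every placenta, *Tubb3* at 110 ± 17.8 CPM and *Stmn2* at 3.33 ± 0.957 CPM, whereas *Snap25*, *Neurod1*, *Neurod6*, *Gad2* and *Dcx* had 0 counts in all libraries. Of the 12 glial and ependymal genes, 4 passed this minimum, *Nes* at 17.4 ± 3.99 CPM, *Tmem119* at 16.4 ± 3.16 CPM, *Foxj1* at 3.36 ± 2.06 CPM and *Slc1a3* at 1.77 ± 0.126 CPM. Both neuronal genes and 3 of these 4 varied, also when adjusted over the list alone, against 1 and 0 with the scaled chi-square.

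*Xist*, the RNA that coats the inactive X chromosome, was expressed at 1086, 1330 and 1152 CPM in placentae 1, 2 and 3. The Y-linked genes *Ddx3y* and *Kdm5d* had 2 reads each in placenta 1 and 0 in the other placentae, and *Eif2s3y* and *Uty* had 0 reads in all. The paper's text does not give the sex of the fetuses. The near absence of Y-linked reads from every library argues against a male fetus for any of these placentae. The 15 reads of *Cav1* were unevenly spread over the libraries at p = 0.0321 in an exact multinomial test against the effective library sizes, which counts reads and not mice.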
